# Spheroid Culture Differentially Affects Cancer Cell Sensitivity to Drugs in Melanoma and RCC Models

**DOI:** 10.3390/ijms23031166

**Published:** 2022-01-21

**Authors:** Aleksandra Filipiak-Duliban, Klaudia Brodaczewska, Arkadiusz Kajdasz, Claudine Kieda

**Keywords:** RCC, glutathione-s-transferases, 3D, spheroids, melanoma, drug-resistance, doxorubicin, cisplatin, everolimus, cytochrome

## Abstract

2D culture as a model for drug testing often turns to be clinically futile. Therefore, 3D cultures (3Ds) show potential to better model responses to drugs observed in vivo. In preliminary studies, using melanoma (B16F10) and renal (RenCa) cancer, we confirmed that 3Ds better mimics the tumor microenvironment. Here, we evaluated how the proposed 3D mode of culture affects tumor cell susceptibility to anti-cancer drugs, which have distinct mechanisms of action (everolimus, doxorubicin, cisplatin). Melanoma spheroids showed higher resistance to all used drugs, as compared to 2D. In an RCC model, such modulation was only observed for doxorubicin treatment. As drug distribution was not affected by the 3D shape, we assessed the expression of MDR1 and mTor. Upregulation of MDR1 in RCC spheroids was observed, in contrast to melanoma. In both models, mTor expression was not affected by the 3D cultures. By NGS, 10 genes related with metabolism of xenobiotics by cytochrome p450 were deregulated in renal cancer spheroids; 9 of them were later confirmed in the melanoma model. The differences between 3D models and classical 2D cultures point to the potential to uncover new non-canonical mechanisms to explain drug resistance set by the tumor in its microenvironment.

## 1. Introduction

One of the limiting factors to achieve cures for cancer and other diseases is drug resistance. This phenomenon is well known, universal, and its development is almost inevitable [1,2]. Some of the tumors are characterized by primary drug resistance, while others become unresponsive to treatment during chemotherapy [3]. There are multiple mechanisms underlying cancer unresponsiveness and/or resistance to treatment, reviewed elsewhere [4]. Briefly, they include changes in the drug target (receptor or pathway expression or mutation) [5], induction of metabolism or efflux of drugs [6], interruption of cell death and activation of survival mechanisms [7], and reprogramming the tumor microenvironment to promote tumor growth [8]. One of the most frequent causes of cancer cell resistance is mediated by multi drug resistance (MDR). It occurs when cancer cells gain resistance to drugs that are functionally and structurally unassociated to those to which they were previously exposed [3]. A key role played by MDR is the increased activity of drug efflux pumps. This is typically the effect of the ATP-binding cassette (ABCB1/MDR1) [3,9]. This plasma membrane glycoprotein is often overexpressed in cancers which do not respond to chemotherapy [3,10]. Other important mechanisms involve the modulation of apoptosis/autophagy, miRNA regulation, and DNA damage and repair among epigenetic regulations [3]. In the development of MDR are the non-cellular components of tumor microenvironment (TME), among which are the extracellular matrix, pH, oxygenation, soluble factors (cytokines), and vascular-endothelial growth factor (VEGF) [6]. The estimation of MDRs activity during the course of treatment as well as for the prevision of the treatment efficacy are often based on the potential a drug has to avoid the induction of resistance. A classic example is provided by daunorubicin which is often excluded of the highly aggressive cancer stem cells (CSC) [3,9,10,11]. Induction of those and other mechanisms reduces the efficacy of both chemotherapeutics and targeted therapy and inevitably leads to cancer resistance and progression.

In this line, the activity of a chemotherapeutic molecule is traditionally evaluated using the common two-dimensional cell cultures, which are far from reproducing the conditions of the original tumor microenvironment. For this reason, many drugs evaluated using such models proved to be clinically ineffective [12]. In our preliminary studies, we proposed 3D model conditions for the culture of renal (RenCa) and melanoma (B16F10) cancer cells. By comparing the 3D cultures with in vivo obtained tumors, we showed that spheroids better mimic the in vivo tumor characteristics than 2D cultures (“Spheroid culture models imitating the tumor microenvironment of renal and melanoma cancer”, submitted).

Application of 3D culture model, as a way to reconstitute in vitro some aspects of TME, is now widely discussed as a proper model for preliminary research in tumor biology [13]. As an increasing number of therapeutic strategies focus on non-cancer components of TME (such as immune cells, stromal cells, hypoxia), which shape the progression of the disease, new tools are being developed to enable modeling more accurately the responses of tumor and the host [14,15]. They include the incorporation into spheroid culture non-cellular components, such as ECM proteins [16], but also the creation of much more complicated models containing stromal cells, such as fibroblasts [17], endothelial cells [18], or even immune cells [19,20]. All these elements highly influence spheroid, hence potentially a tumor, response to treatment [21]. 3D/spheroid culture is a well developing area of oncology and various techniques are being developed [22]. Yet, this abundance of 3D culture methods and protocols causes a lot of confusion as to which to choose in a particular study, taking into consideration not only the modeled tumor, but also technical resources of a particular research group. Nonetheless, the superiority of organoid cultures over standard monolayers [23], encourages to test numerous variants of 3D cultures as tools to study molecular and cellular mechanisms that determine the progression of cancer. This might account for a higher accuracy of selection of drugs that pass into clinical trials and the more rapid development of personalized medicine [24].

The aim of the current study was to evaluate how the proposed, simple, 3D culture conditions affect the tumor cell susceptibility to anti-cancer drugs. We used several commonly applied chemotherapeutics which are differing in their mechanism of action, such as everolimus which binds to intracellular, FKBP-12 forming an inhibitory complex with mTOR complex 1 (mTORC1), thus inhibiting mTOR kinase activity and consequently works ultimately as an inhibitor of the PI3K/AKT/mTOR pathway [25]; cisplatin—platinum-based drug which affects proliferation and apoptosis by cross-linking the DNA bases [26]; doxorubicin—which increases death of cells by intercalation into the DNA and inhibition of topoisomerase II modifying the chromatin structure, as well as by generation of free radicals and oxidative damage to biomolecules [27]. We observed that despite the induction of a similar set of drug resistance-related genes in two distinct cancer models upon culture conditioning, the susceptibility to cytotoxic agents was not directly correlated, showing the engagement of new pathways that could be uncovered using the proposed 3D models.

## 2. Results

### 2.1. Spheroid Formation

As in B16F10, seeding density does not have a high influence on spheroid shape (data not shown), in the RenCa model, low or to high number of cells affected cell viability or shape, respectively (Supplementary Figure S1). In order to obtain regular spheroids with a diameter higher or equal to 400 µM, the seeding density was optimized to 500 of cells/drop and a cultivation time of up to 7 days for both cell lines. After three days of culture, irregular aggregates were observed, and regular spheroids were observed after seven days of cultures in both cell lines (Figure 1).

### 2.2. 3D Cultures Show Different Sensitivity to Chemotherapy

To asses if 3D cultures will affect drug sensitivity, we evaluated cell viability (using alamarBlue assay) after exposure to commonly used drugs, such as everolimus, doxorubicin, and cisplatin. In the melanoma cancer model, spheroids showed higher resistance to everolimus; in 2D cultures, the IC_50_ value was 9.39 µM and in 3D cultures, it reached 22.96 µM (Figure 2A). In the renal cancer model, no significant differences between monolayer (IC_50_ 21.62) and 3D culture (IC_50_ 19.57) were observed for these drugs (Figure 2B). These results were confirmed by staining drug treated cells with propidium iodide showing that incorporation into the DNA concerned a higher proportion of B16F10 cells when cultured in 2D than in spheroids (Supplementary Figure S2). B16F10 spheroid cultures were also less sensitive to cisplatin and doxorubicin as IC_50_ levels were higher than in 2D cultures for Cisplatin: 3D, 20.82 µM; 2D 3.316 µM, and to lesser extent for Doxorubicin: 3D, 1.778 µM; 2D, 0.0011 µM (Figure 2A). In the renal cancer model, an altered sensitivity was observed to doxorubicin only; IC_50_ levels for that model were higher for spheroids: 3D, 0.206 µM; 2D, 0.015 µM (Figure 2B).

### 2.3. Distribution of the Drug Is Not Affected by Sphere Shape

As a higher resistance to all tested drugs was observed in 3D melanoma cultures than in 2D, we assessed whether these differences result from the conditions applied by its spheroidic architecture altering the drug distribution. Doxorubicin is a fluorescent molecule (0.001 µM), its distribution was thus estimated (Figure 3A,B), by assessing fluorescence intensity at different points in the spheres after incubation of the spheres with drug for 48 h. In the renal model, no significant change was observed as the fluorescent signal was homogenous throughout the sphere. In the melanoma model, several peaks were distinguishable along the fluorescence signal histogram, indicating drug accumulation. The drug penetrated the whole mass of the 3D structure, including its core (Figure 3A,B).

### 2.4. 3D Culture Conditions Can Affect MDR1 Expression Differently in RCC and Melanoma, but Have No Effect on mTor Expression

Drug resistance is often due to MDR1, a glycoprotein which is widely expressed in cancer cells, ensuring exportation of the drugs out of the cells [28]. We assessed if differences in the sensitivity to drugs might be related to MDR1 expression. In the B16F10 model, the MDR1 protein bands were visible only for 2D cultures, while no expression of MDR1 was detected in 3D culture lysates. Oppositely, in the RenCa model, no MDR1 protein was detected in 2D, but it was induced by spheroid culture (Figure 4A,C). To assess for the role of MDR1 for cell viability, we assessed the cell sensitivity to Tariquidar which is an MDR1 inhibitor [29]. Viability of B16F10 cells in both culture conditions was not affected; both in MDR1-expressing 2D and MDR1-negative 3D cells (Figure 4E). In the case of the renal cancer cells model, the 3D cultures were more sensitive to Tariquidar than 2D cultures (Figure 4E)—the IC_50_ levels for 3D was 25 µM, while for 2D, the IC_50_ was 150 µM. These results were confirmed by staining drug treated cells with propidium iodide. More dead RenCa cells were observed after exposure to Tariquidar in 3D culture models (Supplementary Figure S2). The mammalian target of rapamycin (mTor) is an important regulator of proliferation, differentiation, apoptosis, and tumorigenesis [30]. mTor is very strongly associated with tumor malignancy in melanoma and renal cancer [31,32]. Consequently, we assessed if the modulation of mTor protein and its gene expression in 2D and 3D cultures for both cancer models might explain the differences in the response to everolimus. In the melanoma model, no significant change for both protein and gene expression was observed between the culture conditions (Figure 4B–D). In the renal cancer model, a downregulation of gene expression was observed in 3D cultures, but this effect was not maintained at the level of protein (Figure 4B–D).

### 2.5. 3D Cultures Modulate Drug Resistance Genes

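RNA was sequenced from RenCa cells, a mouse renal cancer cell line, grown as 2D or as 3D cultures, with 2 libraries of each. The 2D cultures were monolayers seeded at 6600 cells per cm2 and kept for 5 days. The 3D cultures were spheroids started from 500 cells per drop, which spent 72 h in hanging drops with methylcellulose and another 4 days on agarose, 7 days in all, so that the shape of the culture, its duration and its medium changed together. Polyadenylated RNA was read single-end, the authors aligned the reads to the mouse genome GRCm38 with STAR and counted them per Ensembl gene with featureCounts, and they deposited the counts without normalization. The table has 55421 genes. The counts summed to 24677420 and 36545414 in 3D replicates 1 and 2 and to 7019906 and 22449597 in 2D replicates 1 and 2. In counts scaled to the size of the library (CPM), 1 count was worth 0.141 CPM in 2D replicate 1 and 0.0274 in 3D replicate 2, and a change in a gene with few counts is less certain in 2D replicate 1 than in the other libraries. The 10 genes with most counts held from 4.04% to 4.92% of a library. The chi-square statistic per degree of freedom was 14.9 between the 3D replicates and 17.8 between the 2D replicates, above the sampling noise in both, and it was from 66.3 to 114 for pairs of a 3D with a 2D library. Libraries were compared with edgeR's quasi-likelihood test after TMM normalization, over the 13958 genes that its expression filter kept, which held at least 99.9% of the counts of each library. The log2 fold change of 3D over 2D rose with the GC content of the gene (Spearman's rho = 0.313 across 13944 genes, which are not independent replicates), so the comparison was repeated with a correction for GC content. The strand and the treatment of reads that match several genes are not named in the methods, and values of overlapping genes and of close paralogs are uncertain for this reason.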

Next-generation sequencing (NGS) of 2D and 3D cultures from renal cancer model was performed to screen for other potential drug resistance modulators (Figure 5). 

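With the thresholds that the paper prints, a log2 fold change over 1.5 in either direction and p under 0.5, 896 of the tested genes were called in the RenCa 3D cultures, 685 higher and 211 lower than in 2D. The filter on low counts moved this number most: without a filter 5501 genes were called, and among the genes with at least 10 counts in every library 347. Of the genes for enzymes that act on xenobiotics, Gsta1 (ENSMUSG00000074183; GRCm38 chromosome 9, 78230656 to 78242684) had 19 ± 7.27 CPM in 3D and 1.64 ± 0.328 in 2D cultures (SD, n = 2 each). Its log2 fold change was 3.45 (standard error 0.33, adjusted p = 8.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 3.01 and 3.81 with each library left out in turn. Gsta2 (ENSMUSG00000057933; chromosome 9, 78331018 to 78355788) had 50.6 ± 19 and 5.82 ± 1.35 CPM, a log2 fold change of 3.18 (standard error 0.29, adjusted p = 6.03e-05 from the same test). Gsta1 and Gsta2 are close paralogs, and reads could have been split between them. Gsta4 (ENSMUSG00000032348; chromosome 9, 78182774 to 78209349) had the most counts of the family members named here, 97.6 ± 28.5 CPM in 3D and 24.4 ± 4.24 in 2D cultures, with a log2 fold change of 1.98 (standard error 0.22, adjusted p = 0.000177 from the same test).
The other genes had few counts. Gsto2 (ENSMUSG00000025069; chromosome 19, 47865534 to 47886324) was counted 91 and 149 times in the 3D and 11 and 25 times in the 2D libraries, a log2 fold change of 1.64. It was 1.34 without 2D replicate 2. With the correction for GC content it rounded to 1.5 but fell just short of the threshold. It was 1.48 with that correction and the replicate number as a block. Hpgds (ENSMUSG00000029919; chromosome 6, 65117293 to 65144908), the gene of the hematopoietic prostaglandin D synthase, had 54 and 46 against 1 and 5 counts, a log2 fold change of 3.04. Gstm6 (ENSMUSG00000068762; chromosome 3, 107938847 to 107943749) had 23 and 36 against 2 and 5 counts, a log2 fold change of 1.99. Its paralog Gstm7 (ENSMUSG00000004035; chromosome 3, 107926334 to 107931817), with which it could share reads, had 30 and 49 against 1 and 3 counts. Since 3 counts were taken as the floor, Gstm7 was at least 4.61-fold higher in 3D cultures, or at least 3.05-fold without 2D replicate 2. Cyp2f2 (ENSMUSG00000052974; chromosome 7, 27119909 to 27133660) had 56 and 99 counts in the 3D libraries and 0 in both 2D libraries, and was at least 8.98-fold higher, or at least 5.94-fold without 2D replicate 2. Aldh3a1 (ENSMUSG00000019102; chromosome 11, 61207537 to 61218421) had 16 and 25 against 0 and 1 counts and was at least 2.4-fold higher, or at least 1.59-fold without 2D replicate 2. Without 2D replicate 1, the smallest library, these 3 limits were 9.56, 18.6 and 4.98. Cyp2s1 (ENSMUSG00000040703; chromosome 7, 25802475 to 25816913) was lower in 3D cultures, with 7 and 8 against 10 and 15 counts. Its log2 fold change was -1.84 (standard error 0.55, adjusted p = 0.03 from edgeR's quasi-likelihood test). It was -1.42, short of the threshold, without 2D replicate 1 and -2.48 without 2D replicate 2. With DESeq2 the adjusted p was 0.0916 for Cyp2s1 (from 0.00322 to 0.0916 over the alternatives) and 0.126 for Gstm6 (from 0.00156 to 0.126). All 10 genes passed the rule and an adjusted p of 0.05, both over all genes tested and adjusted over the list alone. The list was chosen by the study on these libraries, so the second count is not independent evidence. For Gstm7, Cyp2f2 and Aldh3a1 the rule was applied to the fitted log2 fold change and not to the limit. The limit of 2.4-fold for Aldh3a1 lies under the fold threshold. Its pass rests on a fitted log2 fold change of 4.11, from 0 and 1 counts in the 2D libraries.

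**Figure D1:**
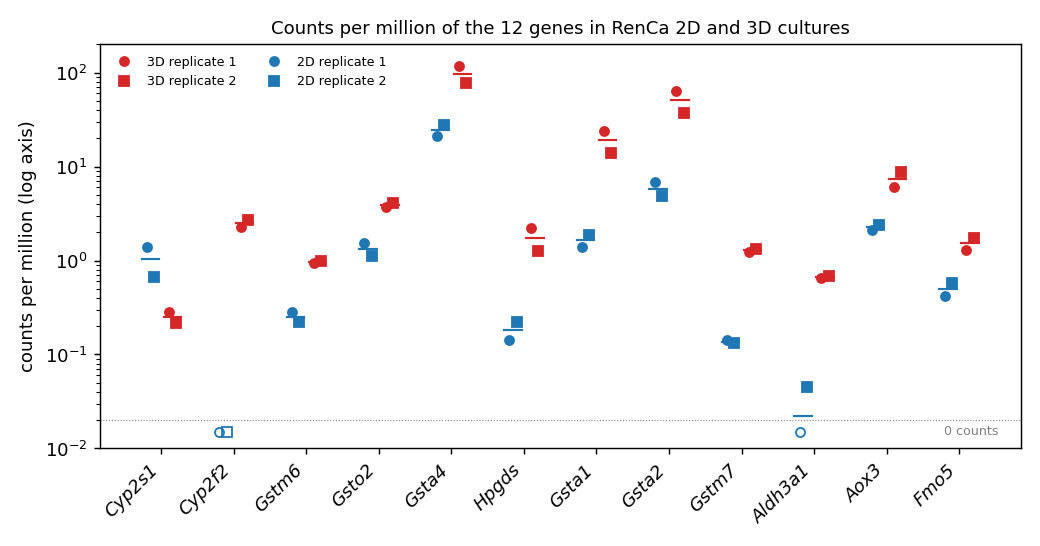
CPM, on a log axis, of 12 genes in each RenCa library, with 3D libraries in red, 2D libraries in blue and short lines for the group means; open symbols at the bottom are libraries with 0 counts. The 3D libraries lie above both 2D libraries for 11 genes and below them for Cyp2s1, and Gsta4 is the gene with the highest counts.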

Among all 263 (data not shown) deregulated genes in the 3D model, 10 genes related with metabolism of xenobiotics by cytochrome p450 were changed: downregulated—*Cyp2s1* and upregulated—*Cyp2f2*, *Gstm6*, *Gsto2*, *Gsta4*, *Hpgds*, *Gsta1*, *Gsta2*, *Gstm7*, *Aldh31a*. 

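Aox3 (ENSMUSG00000064294; GRCm38 chromosome 1, 58113130 to 58200698), the gene of an aldehyde oxidase, had 7.41 ± 1.86 CPM in RenCa 3D and 2.26 ± 0.208 in 2D cultures (SD, n = 2 each). Its log2 fold change was 1.69 (standard error 0.29, adjusted p = 0.00177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.4, under the threshold of 1.5, without 3D replicate 2. Fmo5 (ENSMUSG00000028088; chromosome 3, 97628804 to 97655282), the gene of a flavin-containing monooxygenase, had 1.52 ± 0.296 and 0.502 ± 0.111 CPM, from 32 and 63 counts in the 3D and 3 and 13 counts in the 2D libraries. With a log2 fold change of 1.51 (standard error 0.42, adjusted p = 0.0218 from the same test) it lay just past the threshold. It fell to 1.29 without 3D replicate 2 and to 1.39 without 2D replicate 1, and its adjusted p from DESeq2 was 0.117 (from 0.00238 to 0.117 over the alternatives). Together with the 8 glutathione transferase and aldehyde dehydrogenase genes above, these made 10 genes of drug metabolism higher in 3D cultures, all with an adjusted p under 0.05 over all genes tested and over the list alone.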

10 related with drug metabolism were also found (Figure 5): upregulated—*Aox3*, *Fmo5*, the remaining genes modulated in this pathway were included in the above “metabolism of xenobiotics by cytochrome p450 pathway” (Figure 5B–E). We validated those results and assessed if similar responses will be observed in melanoma model using qRT-PCR method (Figure 5). In both models, similar tendencies as observed in NGS data, were for: *Cyp2f2*, *Gstm6*, *Gsto2*, *Gsta4*, *Hpgds*, *Gsta1*, *Gsta2*, *Gstm7*, *Aldh31a* genes (Figure 5). In contrast to renal cancer model, no expression of *Cyp2s1* could be detected in the melanoma cells, in both culture conditions (Figure 5).

## 3. Discussion

In separate studies, we showed that our proposed 3D cultures better mimic the in vivo tumor characteristic (“Spheroid culture models imitating the tumor microenvironment of renal and melanoma cancer”, submitted). This suggested that the model could be used as a tool in pre-clinical studies instead of mouse models for drug screening. Here, we assessed how 3D cultures will respond to chemotherapy treatment compared to standard monolayer cultures, as higher drug resistance to drugs were already observed for spheroid cultures in other cancer models [11].

Using drugs commonly used in cancer treatment such as everolimus, cisplatin, and doxorubicin [32,33,34], we assessed various cell responses by calculating IC_50_ values for 3D and 2D cultures. IC_50_ values obtained in vitro are different depending on a cell line (e.g., Cisplatin IC_50_ for human cell lines can range from 3.3 to 58 uM [35] and similar values were calculated in our study) and are often clinically relevant (eg. Cisplatin blood concentrations vary from 0.6–12 uM) [36,37]. Comparison of IC_50_ values showed that 3D cultures from melanoma model show higher resistance to some of used drugs (Figure 2A). 3D increased the IC_50_ value for everolimus 2.5 times, while for cisplatin, the change was over 6 fold, reaching 20 uM, which is similar to induced resistance by long term in vitro exposure to cisplatin in other models [38]. For doxorubicin, we did not observed such a strong effect (Figure 2A). However, in the renal cancer 3D model, tendencies were opposite; higher resistance only for doxorubicin was observed (Figure 2B). In monolayers, the cells seemed to be very sensitive to this drug with low IC_50_ compared to other cell lines [39]. Nonetheless, we used doxorubicin only as molecule to model drug responses, as it is not an established treatment in RCC [40]; therefore, we do not conclude about its therapeutic potential. However, we could evidence that 3D culture evidently modulated cell response to doxorubicin. For everolimus and cisplatin, no significant differences were shown in the RCC model. Studies have shown that spheroid three-dimensional shape may affect drug penetration and these phenomena may explain the higher resistance to chemotherapy treatment [41]. However, after staining the cells using doxorubicin at low, poorly toxic concentration, we measured the drug distribution and in both models, it was quite even. In the 3D melanoma model, several peaks were observed which may actually suggest accumulation of the drug, although it did not affect cell susceptibility to this drug. These results suggest that higher resistance to doxorubicin in the RCC model results from activation of particular cellular mechanisms rather than limited drug distribution and cell exposure. This might be the case also for altered sensitivity to cisplatin and everolimus in melanoma, although, due to differences in chemical structure, doxorubicin cannot equally model penetration of those drugs with certainty. Therefore, we screened for typical drug resistance mechanisms that could be variably induced in the two models.

ABC transporters such as P-glycoprotein (P-gp/MDR1/ABCB1) have an important role in the drugs’ extrusion from the cells [29]. Over expression is often observed in cancer cells, and this phenomenon can be a cause of failure of anticancer drug therapy [42]. Expression of MDR1 is often upregulated in 3D cultures in cancer cells [42,43,44]. We observed such a phenomenon in renal cancer model in contrast to melanoma, where MDR1 was expressed only in 2D cultures and was not detected in cells from 3Ds (Figure 4A,C). Upregulation of MDR1 in renal cancer spheroids suggests that they should be more resistant to chemotherapy; however, we observed higher resistance to doxorubicin only (Figure 2B). Absence of MDR1 in melanoma 3Ds might partly explain the drug accumulation observed microscopically after doxorubicin treatment (Figure 3A,B). We assessed using tariquidar if the inhibition of MDR1 affects cell viability (Figure 4E). Spheroids from renal cancer, in which upregulation of MDR1 was observed, were more sensitive to tariquidar, while 2D cultures seemed not to be affected (Figure 4E). These results suggest that, in the 3D structures, MDR1 protein is important for cell survival, although it does not universally predict resistance to chemotherapeutics, as cisplatin sensitivity was not altered and it can be reduced by MDR activation in other models [45,46]. In our preliminary studies, we showed that 3D cultures of RenCa cells show a larger population of Cancer stem cells CSC (“Spheroid culture models imitating the tumor microenvironment of renal and melanoma cancer”, in review). As CSCs are an important mediators of cancer resistance [47], a tool allowing to model their activity in vitro is of big importance CSCs were characterized by upregulation of ABCB transporters such as MDR1 [11,48] and the presence of cancer stem cells correlates with ability of forming spheroids [49,50]. Despite the presence of MDR1 protein in 2D cultures in melanoma, cancer cells in both culture conditions were not affected by tariquidar treatment (Figure 4C).

To verify if everolimus sensitivity is modulated by the alteration the drug target expression in 3D culture, we examined mTOR levels in monolayer and spheroid cultured cells. The mammalian target of rapamycin (mTOR) plays important roles in controlling cell behavior, as it takes part in cell proliferation, survival, invasion, and angiogenesis [32,51]. mTor is often mutated in cancer cells, among which melanoma and renal cancer [32,51]. Everolimus is commonly used drug which targets mTor [32]. As increased resistance of B16F10 3D to everolimus could not be explained by induction of MDR1 nor potentially altered drug distribution, we assessed the level of drug target, mTor, in both culture conditions. In both models, the protein expression of mTor was not affected by 3D culture. In renal cancer, we observed the down regulation of *mTor* gene expression. Therefore, the level of mTor could not predict the susceptibility to everolimus. However, it was not proved that mTOR level correlates with cell sensitivity to its inhibitors; therefore, experimental confirmation of cancer cell response to drugs might be needed to predict patient outcome in case of mTor inhibitors.

As none of the standard drug resistance mechanisms could explain distinct susceptibility of 3D models, NGS was performed to screen for other potential drug resistance modulators (Figure 5). In renal cancer spheroids, 10 genes related with metabolism of xenobiotics by cytochrome p450 were identified, and similar regulation of 9 of those genes were later confirmed in melanoma model (Figure 5). Cytochromes P450 (CYPs) and the glutathione-S transferases (GST) are important regulators of drug resistance. CYPs as well as GST known as phase I and phase II detoxification enzymes, respectively, and are capable of catalyzing the oxidative biotransformation of most drugs and other lipophilic xenobiotics [52,53,54]. Glutathione-S transferases can cooperate with ABCB transporters such as MDR1 to confer resistance to the cyto- and genotoxicities of some anticancer drugs and carcinogens [55]. In the renal cancer model, we observed an upregulation of MDR1 in 3D cultures, but they were equally sensitive to the doxorubicin treatment in monolayer. The mechanisms of xenobiotic detoxification are crucial elements for cell exclusion processes of several drugs, carcinogens, and other toxins [52,56]. It was shown that antioxidants such as Piper betel leaves inhibit GST isoforms, which in turn enhances the sensitivity of cancer cells to cisplatin [57]. These findings suggest that targeting cytochrome p450 component’s during cancer therapy may increase drug efficacy. However, as cytochrome p450 pathway was equally induced in both models, we could not explain which mechanism mediates the differential resistance of 3D models to doxorubicin or cisplatin and everolimus.

Other authors [58] reported that seemingly similar 3D spheroids show differential susceptibility to drugs that cannot be explained by molecular or metabolically variables. Rather, particular features of cells (or later, patients) determine treatment outcome. This points to the fact that when no molecular predictive factors for chemotherapeutics choice are available, experimental drug screening on patient-derived cells should be used as a personalized medicine approach [59]. Our model constitutes an accessible, economical tool that could be used for such purpose. It does not require sophisticated techniques nor equipment, making it feasible in many, non-specialized healthcare institutions.

## 4. Materials and Methods

### 4.1. Cell Lines

The tests were carried out with murine melanoma B16-F10 (given by Prof. J. Dulak, Department of Medical Biotechnology, Faculty of Biochemistry, Biophysics and Biotechnology, Jagiellonian University, Cracow, Poland; authenticated in 2021, ATCC) and renal carcinoma RenCa (CRL-2947™, ATCC, Manassas, VA, USA) cell lines. Cells were maintained in standard culture conditions: humidified atmosphere containing 5% CO_2_ at 37 °C, using RPMI medium—RPMI-1640 GlutaMaxTM (ThermoFisher Scientific, Waltham, MA, USA), with 10% FBS (*v*/*v*) (ThermoFisher Scientific). Cells were passaged using Accutase solution (Biolegend, San Diego, CA, USA) after confluence reached 70–80%. Cells used were Mycoplasma free as assayed with PCR Mycoplasma Test (Biomedica, Piaseczno, Mazowieckie, Poland) and did not exceed 15th passage.

### 4.2. Two-Dimensional Cell Culture and Spheroid Formation

Two-dimensional cultures were maintained under standard culture conditions (5% CO_2_, 21% pO_2_). RenCa 6600 cells/cm^2^, B16F10 3300 cells/cm^2^, were seeded and cultivated for 5 days. For obtaining spheroids 500 cells were resuspended in 20 µL medium supplemented with 0.25% methylcellulose (*v*/*v* in medium), (Minneapolis, MA, USA) and seeded as a single hanging drop, on the cover of culture plate. Drops were kept in standard culture conditions (5% CO_2_, 21% pO_2_) for 72 h. After that time, the drops were individually transferred to a 96-well plate. The plates were previously covered with 1% agarose dissolved in double distilled water (*w*/*v*, VWR, Warsaw, Belgium). Cells aggregates expanded for another four-day period.

### 4.3. Western Blot

After harvesting the two-dimensional cell cultures and spheroids, the cells were PBS-washed. The cell suspensions were lysed by RIPA lysis buffer including proteases and phosphatases inhibitors (both from ThermoFisher Scientific, Rockford, IL, USA). Lysates were centrifugated to remove insoluble material (14,000× *g* for 10 min at 4 °C). Separation of equal amount of total proteins was performed using SDS polyacrylamide gels for 45 min at a constant 200 V using a Bio-Rad Minigel System. Separated proteins were transferred to nitrocellulose membranes (GE Healthcare life science, Munich, Germany). Membranes, after blocking, were incubated with primary antibodies: mTor (1:1000, Polyclonal; Cell Signaling, Warsaw, Poland), MDR1 (1:1000 anti-mo; Clone: D3H1Q, Cell Signaling, Warsaw, Poland), Vinculin (1:1000 anti-mo, clone: V284; Santa Cruz Biotechnology, CA, USA)—loading control. Bands were detected using Luminol as HRP substrate (Santa-Cruz, CA, USA) with X-ray films after treating with secondary antibodies conjugated with horseradish peroxidase-HRP (goat anti—mouse/anti-rabbit, 1:10,000; Vector Laboratories, Janki, Poland). Bands were analyzed using ImageJFiji. All data were normalized to 2DN condition.

### 4.4. Next Generation Sequencing (NGS)

For Next Generation Sequencing, total RNA was isolated using RNeasy Mini Kit (Qiagen, Hilden, Germany), according to the manufacturer’s instructions with subsequent DNA cleanup with TURBO DNA-free Kit (Thermo Fisher Scientific, Vilnius, Lithuania). Concentration of obtained RNA was measured with RNA BR Assay Kit (Thermo Fisher Scientific, Singapore), while its quality and integrity- with Qubit RNA IQ Assay Kit (Thermo Fisher Scientific, Singapore). Samples with IQ > 8.5 only were used for sequencing. cDNA libraries were obtained from mRNA, by purifying 1µg of total RNA with NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (New England Biolabs), using Ultra RNA Library Prep Kit for Illumina (Biolabs, Ipswich, MA, USA) and NEBNext Multiplex Oligos for Ilumina (Biolabs, Ipswich, MA, USA), per producers protocols. Libraries were purified with NEBNext Sample purification Beads (Biolabs, Ipswich, MA, USA) and their quality was confirmed by High Sensitivity DNA Kit (Agilent, Santa Clara, CA, USA) and Bioanalyzer (Agilent, Santa Clara, CA, USA). The sequencing was performed as outsourced service—by Lexogen GmbH (Vienna, Austria), using NextSeq 500 system (Illumina, San Diego, CA, USA). Single-end reads were aligned to Ensembl GRCm38 mouse genome with STAR (v2.7). Counts were obtained using featureCounts (v1.6.3). Differently expressed genes were identified with edgaR package (v3.3) in *R* (v4). Differentially expressed genes (DEGs) were identified by –1.5 <logFC> 1.5 and *p*-value < 0.5. 

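The effect of the p threshold on the number of genes called in RenCa 3D against 2D cultures depended on the tool and on the filter on low counts, which the paper does not name. With edgeR's expression filter, of the genes past a log2 fold change of 1.5, 893 had p under 0.05 from edgeR's quasi-likelihood test and 827 had an adjusted p under 0.05 (642 higher and 185 lower in 3D). With no filter, 1353 of the 8342 genes past the fold threshold had p under 0.05, and with DESeq2 on the filtered genes 750 of 906. With no fold threshold, 4196 genes had an adjusted p under 0.05, 2299 higher and 1897 lower, and 5824 had an unadjusted p under 0.05. This balance turned to 1811 higher and 2125 lower with the correction for GC content, to 1722 and 1926 with that correction and the replicate block, and to 985 and 6104 when the counts were scaled to Actb. When the fold itself was tested against a log2 fold change of 1.5 with edgeR's glmTreat, 145 genes had an adjusted p under 0.05. In the fits that left out 1 library, where no test was made, from 972 to 1406 genes passed the fold threshold, the highest number without 2D replicate 2.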

Gene symbols were translated into UniProt accession numbers using the UniProt Knowledgebase (UniProtKB). Protein networks were constructed in the STRING (Search Tool for the Retrieval of Interacting Genes) database using the list of protein accession numbers as a query and then analyzed using the Cytoscape software.

### 4.5. Real Time -Polymerase Chain Reaction

RNA isolation, measuring, and purification were performed as described above. To obtain cDNA which was used in RT-PCR reaction, reverse transcription process was performed, using a commercially available High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Vilnius, Lithuania ) according to the manufacturer’s instructions. RT-PCR reactions were performed using TaqMan Gene Expression Master Mix (Thermo Fisher Scientific, Vilnius, Lithuania ) together with commercially available probes all from Thermo Fisher Scientific: *mTor: Mm00444968_m1.*, *Actinβ: Mm02619580*. The samples run on Bio-Rad CFX384 qPCR System or CFX Connect qPCR System (Bio-Rad, Hercules, CA, USA). Amplification conditions were as follows: 50 °C (2 min), 95 °C (10 min) and 40 cycles of 95 °C (15 s) and 60 °C (1 min). The quantity of mRNA was calculated using the 2(-Delta C(T)) method and normalized to *β-actin*. All reactions were performed as triplicates. All data were normalized to 2DN condition.

### 4.6. Drug Sensitivity Assay

Anticancer drug sensitivity of B16F10 and RenCa cells dependence of microenvironment was analyzed using distinct culture conditions. Four types of drugs were tested: the mTOR inhibitor Everolimus (Lclabolatories, Woburn, MA, USA), the p-Glycoprotein inhibitor of MDR Tariquidar (APExBio, Houston, USA), the DNA intercalator Doxorubicin (Sigmaaldrich, Darmstadt, Germany), and the Cisplatin as DNA Guanine binder and replication blocker (Sigmaaldrich, Darmstadt, Germany). The cells were grown in 96-well plates according to the procedure mentioned above. At last day of cell growth, the drugs mixed with culture medium were added at final testing concentrations: Everolimus (2, 5, 10, 15, 17, 19, 25 µM), Tariquidar (10, 25, 50, 60, 80, 100, 150 µM), Doxorubicin (0.001, 0.025, 0.05, 0.1, 2 µM), and Cisplatin (1, 3, 10, 15, 20). Cell viability was monitored after 48 h of culture with the drugs using alamarBlue reduction activity of living cells (DAL1025, Invitrogen Co., Paisley, UK). A volume of 12.2 μL of alamarBlue was added. The cells cultured in 2D were incubated with the reagent for 4 h, while incubation was maintained during 12 h for cells cultured in three dimensions at 37 °C, 5% CO_2_. Reaction was measured spectrophotometrically using a Microspectrophotometer-Multiskan™ GO Microplate Spectrophotometer (570 nm and 600 nm).

### 4.7. Statistical Analysis

The results are shown as a mean +/− SEM. All data were normalized to 2DN condition. All experiments were performed at least in 3 biological replicates. All statistical analyses were performed using the GraphPad Prism 9.0 software (RRID:SCR_002798). Depending on the Gaussian distribution, we performed One-Way Analysis of variance (ANOVA) with Tukey post-hoc test or Kruskal–Wallis with post-hoc Dunn’s test.

## 5. Conclusions

We here observed a distinct susceptibility to doxorubicin or everolimus and cisplatin in spheroid models of two cancer types. They differed in the expression of MDR1 and Cyp2s1, but other drug resistance mechanisms were similarly induced in both models. We excluded the limited drug penetration related to 3D architecture as a cause of lower cell responsiveness to drugs. Other features linked to cancer type/cell line intrinsic characteristics might be responsible for the outcome of the MDR phenotype. Although we would not identify the molecular changes that could predict drug resistance, our model serves as an interesting tool for experimental testing of anti-cancer candidates. Such 3D culture can be potentially used for in vitro testing using patient-derived cells, as a clinically relevant and easily accessible instrument for personalized medicine, in the face of lack of molecular prediction markers.

## Figures and Tables

**Figure 1:**
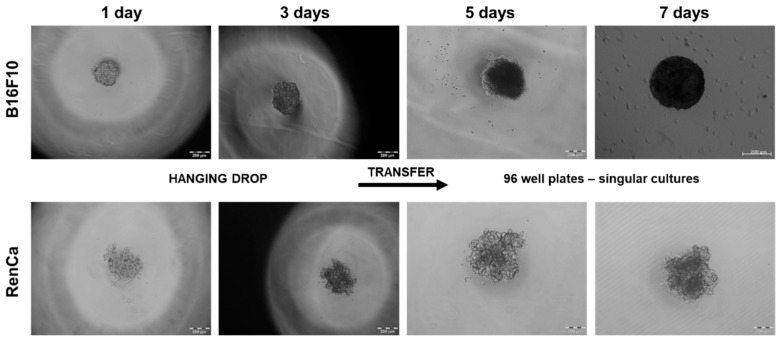
Spheroid formation for 7 days. B16F10 and RenCa cell lines were seeded 500 of cells per drop in RPMI medium supplemented with methylcellulose; 3 days after cultivation in hanging drops, cell aggregates were transferred in agarose coated 96-well plates, and cultivated for another 4 days.

**Figure 2:**
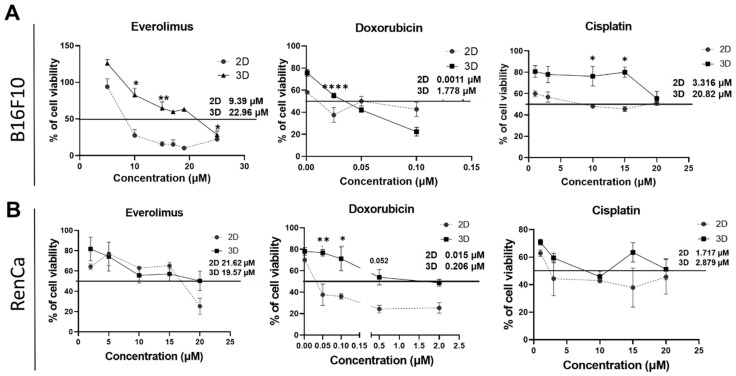
Sensitivity of cells in 2D and 3D culture. (**A**)—sensitivity to everolimus, doxorubicin, and cisplatin of B16F10 cell line in 2D and 3D culture conditions as assessed by the use of the alamarBlue method. (**B**)—sensitivity to everolimus, doxorubicin, and cisplatin of RenCa cell lines in 2D and 3D cultures assessed using alamarBlue method. Statistical analysis was performed by One-Way ANOVA/Tukey test or Kruskal–Wallis/Dunn’s test—* *p* < 0.05, ** *p* < 0.0021, **** *p* < 0.0001, *N* ≥ 3 (2D—control).

**Figure 3:**
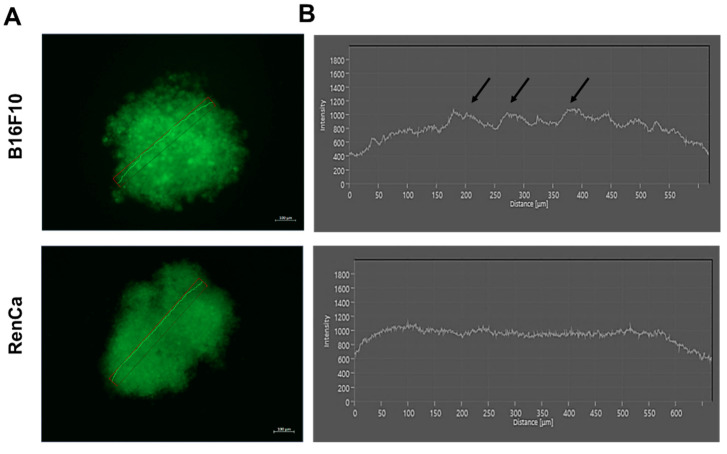
Drug distribution in the spheres. Immunofluorescent picture of doxorubicin (0.001 µM) treated melanoma and renal cancer spheres after 48 h treatment—(**A**). Histograms representing drug distribution in the cross-section of the sphere of melanoma and renal cancer model—(**B**).

**Figure 4:**
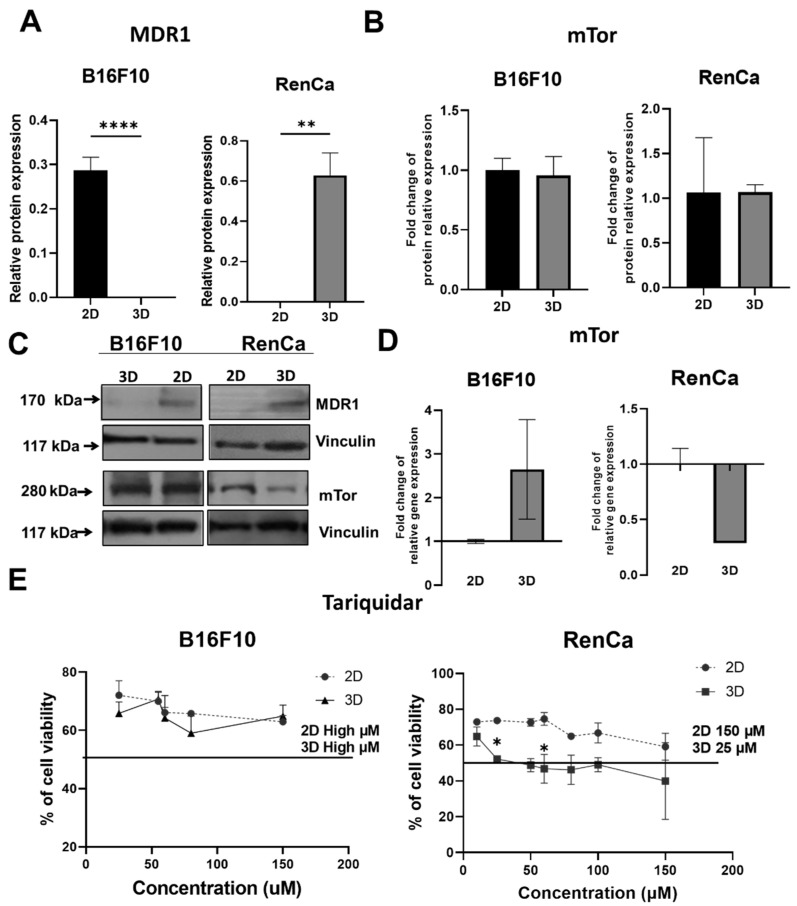
Regulation of MDR1 and mTor expression. (**A**)—Relative to 2D protein expression of MDR1 of melanoma and renal cancer cells, Vinculin served as loading control. (**B**)—Relative to 2D protein expression of mTor of melanoma and renal cancer cells, Vinculin served as loading control. (**C**)—Detection of MDR1 and mTor by western blot. (**D**)—The gene expression of *mtor* was determined by quantitative RT-PCR (qRT-PCR); β-actin served as an internal control. (**E**)—Sensitivity to tariquidar in various concentrations estimated by Alamar blue assay—(**D**). Statistical analyses were performed by One-Way NOVA/Tukey test or Kruskal–Wallis/ Dunn’s test—* *p* < 0.05, ** *p* < 0.0021, **** p < 0.0001, *N* ≥ 3 (2D—control).

**Figure 5:**
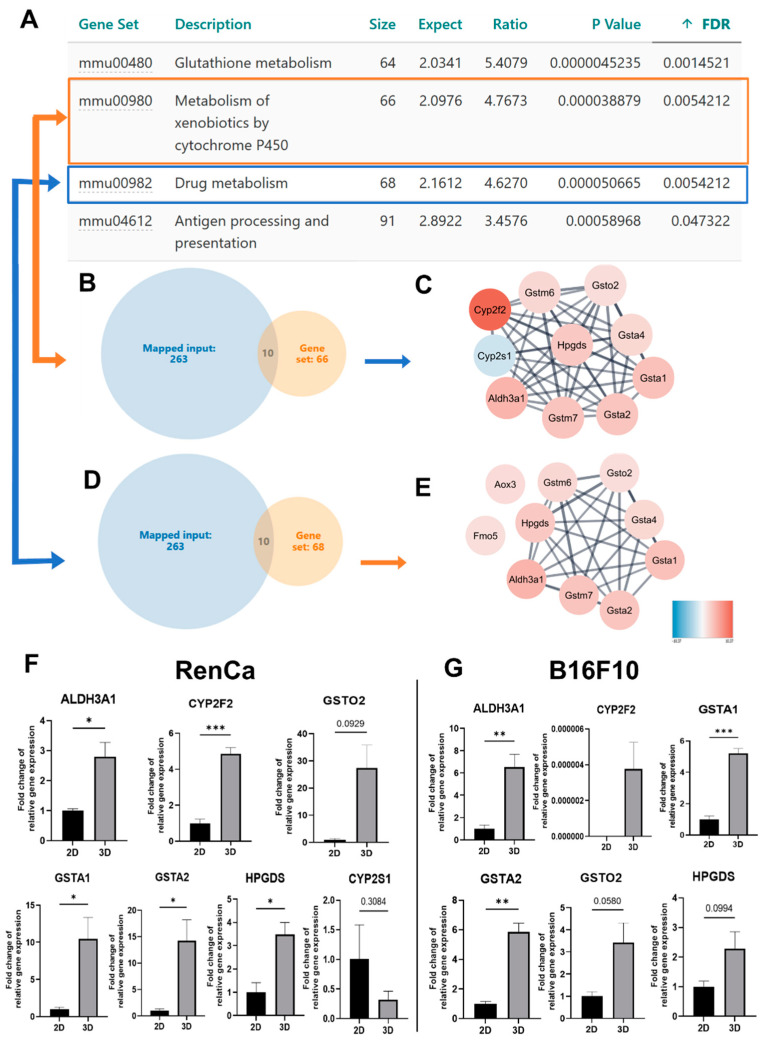
Modulation of drug related genes by 3D cultures. (**A**)—Enrichment analysis based on Gene Ontology pathway shows the top 4 activated processes in both cell types (web-based gene set analysis toolkit enrichment method: ORA; organism: mus musculus). (**B**)—screening of genes related with metabolism of xenobiotics. (**D**)—screening of genes related with metabolism of drugs. (**C**,**E**)—Functional enrichment protein network performed in Cytoscape software (v.3.8.0). (**F**)—The gene expression of *Cyp2s1*, *Cyp2f2*, *Gstm6*, *Gsto2*, *Gsta4*, *Hpgds*, *Gsta1*, *Gsta2*, *Gstm7*, *Aldh31a* for RenCa cells was determined by quantitative RT-PCR (qRT-PCR); β-actin served as a quantitative internal control. (**G**)—The gene expression of *Cyp2s1*, *Cyp2f2*, *Gstm6*, *Gsto2*, *Gsta4*, *Hpgds*, *Gsta1*, *Gsta2*, *Gstm7*, *Aldh31a* for B16F10 cells was determined by quantitative RT-PCR (qRT-PCR); β-actin served as a quantitative internal control. Statistical analysis was performed by One-Way ANOVA/Tukey test or Kruskal–Wallis/ Dunn’s test—* *p* < 0.05, ** *p* < 0.0021, *** *p* < 0.0002, *N* ≥ 3 (2D—control).

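Enrichment among the genes called in RenCa 3D cultures was computed on 3 lists, since the pathway sets behind Figure 5A were not used here. The lists follow pathways that the paper found enriched in these libraries, so the ratios are not independent evidence. Of 21 tested glutathione transferase genes, 7 were called where 1.35 would be called by chance, a ratio of 5.19 (one-sided Fisher's exact test against the genes tested, adjusted p = 0.000345 over the 3 lists). All 7 are genes that the paper names from these libraries. Of the 14 other members 0 passed the fold threshold, while 9 were higher with an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of 20 cytochrome P450 genes, 6 were called, Cyp2f2 and Cyp2s1 among them, which the paper names, a ratio of 4.67 (adjusted p = 0.00122 from the same exact test), and of 36 genes of antigen processing and presentation 10 were called, a ratio of 4.33 (adjusted p = 0.000186 from the same exact test). With the correction for GC content the ratio of the antigen list was 2.35 (adjusted p = 0.0591 from the same exact test; from 2.19e-06 to 0.507 over the alternatives). Without the filter on low counts the ratio of the glutathione transferases was 1.69 (adjusted p = 0.0684 from the same exact test; from 2.59e-05 to 0.0684 over the alternatives). The ratio of the cytochromes P450 was 4.8 among the genes with at least 10 counts in every library (adjusted p = 0.0636 from the same exact test; from 0.000803 to 0.161 over the alternatives).
The lists were also tested as a whole with limma's camera. The median log2 fold change of the glutathione transferases was 1.16 (adjusted p = 6.17e-10 over the 7 lists that could be tested), with 19 of 21 genes higher in 3D. The 14 members of this family that the paper does not name had a median of 0.73, with 12 higher. The antigen presentation list had a median of 1.07, or 1.04 with H2-T24 at its lower bound (adjusted p = 1.01e-16), with 35 of 36 genes higher. These 36 include several H2 genes that are close paralogs, whose reads could have been shared. The cytochromes P450 had a median of 0.32 (adjusted p = 0.134), with 13 of 20 genes higher, and their median turned to -0.16 when the counts were scaled to Actb, where the median of all genes was -0.479. The shifts of the glutathione transferases and of the antigen presentation list also passed the threshold with fry (adjusted p = 0.031 and 0.0171), but not with camera when the correlation between genes was estimated from the data (adjusted p = 0.235 and 0.187; from 5.56e-14 to 0.235 and from 3.38e-28 to 0.187 over the alternatives). The paper sets the change of these genes beside the role of both families in detoxification and beside cited work in which antioxidants that inhibit glutathione transferases raised the response to cisplatin, and proposes that targeting components of cytochrome p450 may increase the efficacy of drugs. It also states that this does not explain why the models differ in resistance.

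**Figure D2:**
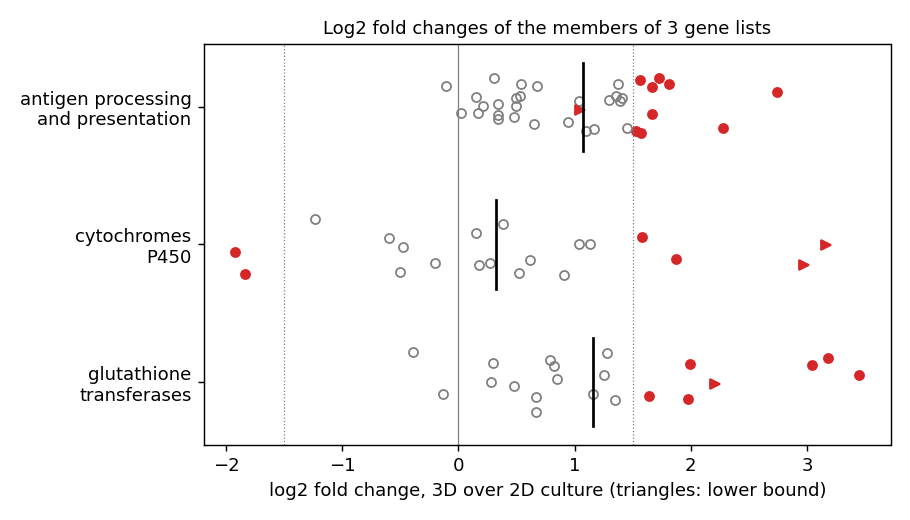
Log2 fold change of 3D over 2D culture (horizontal axis) of each tested member of 3 gene lists; red symbols were called by the rule of the methods, grey circles were not, triangles are lower bounds of genes at the floor in 2D, black bars are the medians of the fitted values and dotted lines mark the fold threshold. Among the glutathione transferases 7 members lie past the threshold, all higher in 3D, while the cytochromes P450 have 4 higher and 2 lower.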

## Data Availability

All data generated or analyzed during this study are included either in this article or in the Supplementary Figures. The data that support the findings of this study are available from the corresponding author upon reasonable request. NGS data have been deposited in NCBI’s Gene Expression Omnibus [60] and are accessible through GEO Series accession number GSE190296 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190296) (accessed on: 6 December 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms23031166/s1.

# Supplementary material for: Spheroid Culture Differentially Affects Cancer Cell Sensitivity to Drugs in Melanoma and RCC Models
**Source:** Int J Mol Sci. 2022 Jan 21;23(3):1166. doi: 10.3390/ijms23031166
**Supplement:** Supplementary file 1

## Supplementary Material

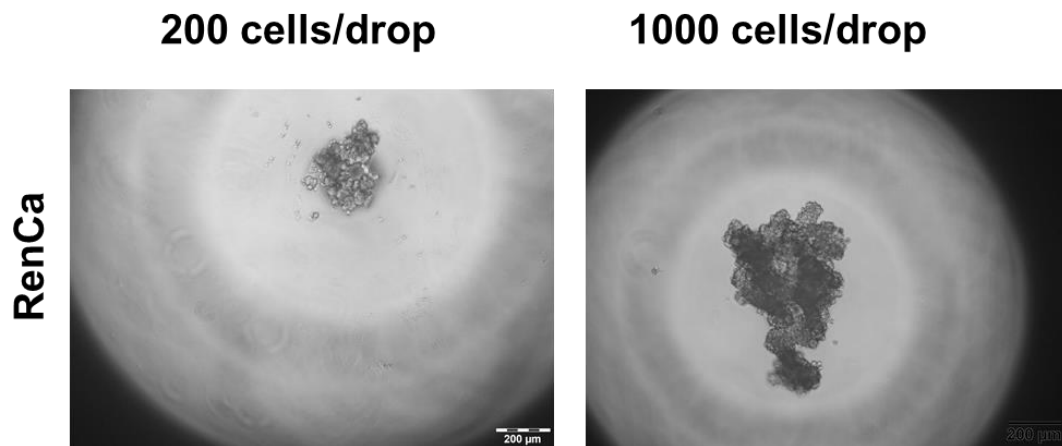

Supplementary Figure S1. **Optimization of spheroid cultures of RenCa cells.** Cell aggregates after 3 days of cultures in hanging drops in different seeding densities.

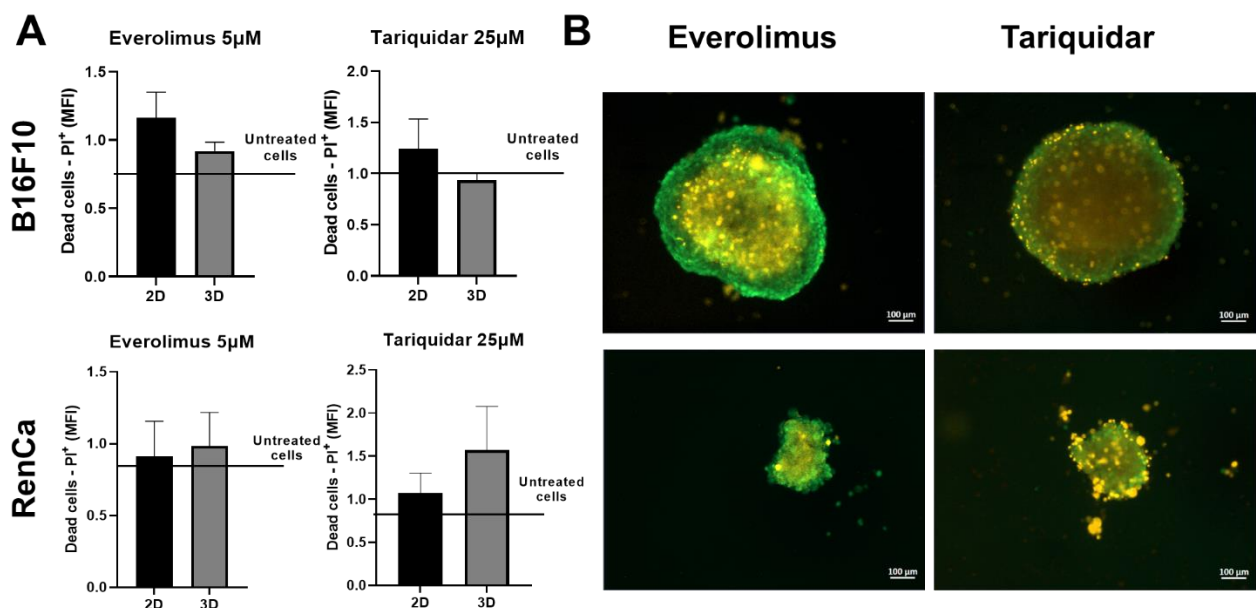

Supplementary Figure S2. **Cell sensitivity in 2D and 3D culture conditions to everolimus and tariquidar.** A—Sensitivity to everolimus and tariquidar of B16F10 and RenCa cells in 2D and 3D models assessed by quantification of propidium iodide incorporation by fluorescence microscopy. B—Fluorescence staining of spheroids by propidium iodide (orange, dead cells) and calcein (green - live cells). Statistical analysis was performed by One-Way ANOVA/Tukey test—\* $p < 0.05$ ,  $N = 3$  (2D-control).

### **Drug sensitivity assay—Methodology**

AlamarBlue assay results for viability were further compared to fluorescence microscopy assessment data. The cells were grown in 96-well plates according to the procedure mentioned in the text. On the last day of cell growth, the drugs mixed with culture medium were added to reach final testing concentrations of: Everolimus 5 $\mu$ M, Tariquidar 25 $\mu$ M. After 48h, microscopy imaging was performed using calcein acetoxymethyl ester (Calcein AM Biologend) which is hydrolyzed by cellular esterases to free fluorescent calcein in the cytoplasm and propidium iodide DNA intercalating agent, highly fluorescent after intercalation between the DNA bases (Exbio, Czech Republic). Briefly, after adding the dyes, spheroids and cells grown in 2D were incubated for 15 minutes in the dark, at room temperature. Images were acquired using a Zeiss AxioObserver.7, fluorescence, and inverted microscope (5X magnification) and analysis performed with the Zen 2.6 blue edition software (Zeiss, Germany). The sensitivity to drugs was assessed by comparing the propidium iodide fluorescence intensity of treated cells to untreated control (ImageJ Fiji).

How the deposited data were processed for this re-analysis (not part of the article)

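Gene expression was measured by RNA sequencing in RenCa cells, a mouse renal cancer cell line, in 2 libraries of 3D culture (spheroids, 7 days) and 2 libraries of 2D culture (monolayers, 5 days). The culture and replicate of each library were taken from the labels of the samples. For 2D replicate 1 the description carries another number, 3, than the title, and the title was used. The melanoma model, the qRT-PCR, the western blots and the drug tests of the paper are not analysed here. Some results are not reported here.

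The authors aligned single-end reads to Ensembl GRCm38 with STAR, counted reads per gene with featureCounts and deposited the whole-number counts of each library, without normalization or pooling. The strand setting, the treatment of reads that match several genes and the Ensembl release are not named in the paper's text. All 4 columns of the deposited table were used. No row of the table was without a gene. Symbols, positions and GC content were taken from GENCODE vM21, which annotates the same build. It gave a symbol to 55240 of the 55421 genes, and the 181 others held 0.0018% of the counts.

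From the counts, genes were kept by edgeR's filterByExpr, library sizes were scaled by TMM (factors from 0.9916 to 1.0107), and 3D was compared with 2D by edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with the default prior count of 0.125 and Benjamini-Hochberg adjustment over the 13958 genes tested. The methods of the paper name edgeR, a log2 fold change of 1.5 and a p-value of 0.5, and no test, filter, normalization or adjustment. The rule was applied as printed, and again with p under 0.05 and with adjusted p under 0.05. CPM are on the TMM scale, and means are given with the SD of 2 libraries. The quasi-likelihood test gives no standard error. The standard errors printed are the absolute log2 fold change divided by the square root of the F statistic, and are approximate for genes with few counts. A gene with at most 3 counts in each library of a group is at the floor, which is 0.423 CPM in 2D replicate 1, 0.134 in 2D replicate 2, 0.123 in 3D replicate 1 and 0.0823 in 3D replicate 2. The fold of such a gene is given as a lower bound computed against the floor. The rule of the methods was applied to its fitted log2 fold change, which can pass where the bound does not. Reads were counted without molecular identifiers, so floors cover counting error only. With 2 libraries in each group, a test on the labels alone has 3 splits and cannot give a p under 0.05.

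The design, the gene lists and most alternatives were set before the data were examined. The genes named are every gene that the paper measured (with Abcb1a and Abcb1b for MDR1, Actb for the internal control and Vcl for the loading control), the members of the lists, and the 5 genes with the highest and the 5 with the lowest log2 fold change among those with an adjusted p under 0.05, a mean of at least 1 CPM and both 3D libraries on the same side of both 2D libraries. The 8 lists set beforehand were glutathione transferases, cytochromes P450, antigen processing and presentation, ABC transporters, NRF2 targets, AHR targets, hypoxia and proliferation. The first 3 were tested for over-representation by Fisher's exact test, and the 8 lists were tested with camera at a preset correlation of 0.01. AHR targets had 1 tested member and got no test. Another 4 lists (macrophage, endothelial, YAP targets and interferon response) were written after the genes with the smallest p had been seen and before the lists were tested. The adjustment over them was made apart from that of the first lists.

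The comparison was tested on simulated data drawn from the means and sizes of the real libraries. The quasi-likelihood test recovered 83.9% of the 193 changed genes among 13674 tested, and 6.9% of its calls were false. Of 200 random lists of 20 genes, 3.5% had a camera p under 0.05. The simulated genes were drawn independently, so this rate does not cover lists whose genes vary together. As many simulated genes were set to rise as to fall, and they were far fewer than the 4196 genes with an adjusted p under 0.05 in the data. The recovery and the share of false calls may therefore differ in the data. A GC trend added to the 3D libraries, with a slope of 4.12 over 13645 genes, fell to 0.0212 after the correction, which smooths the log2 deviation of each library on GC content by loess with a span of 0.3.

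The alternatives were DESeq2 1.42.0, its size factors in edgeR, library size without further normalization, no filter, a filter of 10 counts in every library, edgeR's exact and likelihood ratio tests, glmTreat, a prior count of 2, the replicate number as a block, the GC correction alone and with the block, and each library left out in turn. A fit that leaves 1 library in a group was not tested and gives values only. Thinning every library to the size of the smallest, scaling to the Actb count and a block with crossed numbers were chosen after the data had been seen. Permutations of neighbouring genes and random lists of matched expression were drawn 10000 times. Plots were made with Python 3.11.15 and matplotlib 3.10.9.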

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

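The tests of GC content on the NRF2 targets and of macrophage transcripts, and the test of interferon-response genes, were chosen after the results had been seen. The tests of paralog reads and of depth for genes at the floor were set before their values were seen, but the thinning used for the depth was chosen after the data had been seen. The results below concern genes and lists whose RNA-seq values the paper does not discuss. The shape of the culture, its duration and the methylcellulose in the drops changed together, so each of these stays open and was not tested.

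Psg29, Grk1 and Anxa8 were among the genes with the highest fold changes and had 0 counts in both 2D libraries. In 3D replicates 1 and 2, Psg29 had 470 and 268 counts, Grk1 107 and 170 and Anxa8 64 and 138. They were at least 47.7-fold, 16.2-fold and 11.5-fold higher in 3D cultures. Without 2D replicate 2 these limits were 31.6, 10.7 and 7.6, and without 2D replicate 1 they were 98.8, 33.6 and 23.8. Without 3D replicate 1 the limit of Psg29 was 26.5. Psg29 belongs to a family of paralogs, but the 12 other Psg genes together had 16 counts in the 3D libraries against 738 for Psg29, which argues against shared reads as the source. The 2D libraries are smaller, and a lower depth puts more genes at the floor. After every library had been thinned to the smallest, 57 genes were at the floor in both 2D libraries and at 1 CPM or more in both 3D libraries, and 16 were the other way round, against 54 and 0 in the counts as deposited. Depth alone therefore did not give this imbalance, although it does account for part of it, since at equal depth the other direction also appears.

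Ncf4, Csf2rb, Csf2rb2, Cd300lb and Trem2, genes of blood cells of the myeloid line, were singled out after their values were seen. Ncf4 had a log2 fold change of 4.88, Csf2rb2 of 5.1, Cd300lb of 6.33 and Trem2 of 6.13, and Csf2rb was at least 37.3-fold higher (24.7-fold without 2D replicate 2 and 77.3-fold without 2D replicate 1). In 2D replicates 1 and 2, Csf2rb2 had 2 and 5 counts, Cd300lb 4 and 9 and Trem2 1 and 4. The size of the change of Csf2rb2, Cd300lb and Trem2 is therefore known only roughly. Ncf4 rose from 3.33 ± 0.524 to 102 ± 1.34 CPM (SD, n = 2). RNA from macrophages in the 3D libraries would bring the abundant transcripts of these cells with it. The sum of Lyz2, Tyrobp, Fcer1g, C1qa, C1qb, C1qc, Ptprc and Csf1r was 4.51 ± 0.645 CPM in 3D and 5.73 ± 0.727 in 2D cultures, against 169 in 3D for the genes singled out, which argues against macrophages as the source. The whole macrophage list had 7 tested members with a median log2 fold change of 0.64 (adjusted p = 0.0601 with limma's camera and 0.0321 with fry), or 1.15 without 2D replicate 2, and 5 of them were higher. Cd68 had 1.82, from 123 CPM in 2D to 436 in 3D, Itgb2 had 0.88, Cd14 had 0.64, Laptm5 was at least 4.25-fold higher and Spi1 had -0.6. The 8 genes summed were chosen from the list after values of these libraries had been seen, and only Csf1r and Lyz2 of them had enough counts to be tested. The endothelial list had 4 tested members, all higher, with a median of 0.81 (adjusted p = 0.0828 with camera and 0.0604 with fry). Csf2rb, Csf2rb2 and Ncf4 lie beside each other on chromosome 15, between 78244801 and 78353847 of GRCm38, and Csf2rb and Csf2rb2 are paralogs that could share reads.

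The 13 NRF2 targets had a median log2 fold change of 1.02 (adjusted p = 2.58e-08 with camera, from 2.5e-13 to 0.235 over the alternatives), and all 13 were higher in 3D. The median was 0.83 after the correction for GC content and from 0.93 to 1.18 in the fits that left out 1 library, so GC content did not account for it as a whole. With the correlation between genes estimated from the data the adjusted p was 0.235. The glutathione transferases that the paper does not name had a median of 0.73 over 14 genes (adjusted p = 5.27e-05 with camera and 0.0694 with fry), and 12 were higher. Camera with the correlation estimated from the data gave them an adjusted p of 0.299. Their median was 0.25 when the counts were scaled to Actb, which lowers all genes alike.

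The ABC transporters, the family of MDR1, had a median log2 fold change of 0.31 (adjusted p = 0.0218 with camera), with 21 of 28 genes higher. Without 2D replicate 2 it was 0.54, and after the correction for GC content 0.11. Abcg1 was at least 6.04-fold higher in 3D, and Abcc3 and Abcg2 had log2 fold changes of 1.59 and 1.11. Scaled to the Actb count, the median of the family was -0.18 and that of all genes -0.479. The 28 interferon-response genes had a median of 0.38 (adjusted p = 0.0449 with camera and 0.326 with fry), with 19 higher. The 2D libraries differed from each other: relative to the mean of each gene, the median of the list was 0.14 in 2D replicate 1 and -0.56 in 2D replicate 2. The shift was 0.79 without 2D replicate 1 and 0.14 without 2D replicate 2, and it was -0.1 when the counts were scaled to Actb, which lowers all genes alike. Whether an interferon response may explain the rise of the antigen presentation genes cannot be told apart from other causes, since the members of the list went both ways.

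Actb, which served as the internal control of the qRT-PCR, had 2930 ± 127 CPM in 3D and 2100 ± 90.9 in 2D cultures (SD, n = 2), a log2 fold change of 0.48 (standard error 0.13, adjusted p = 0.0177 from edgeR's quasi-likelihood test). It was between 0.44 and 0.52 in the fits that left out 1 library, and 0.34 after the correction for GC content (adjusted p = 0.0505 from the same test, from 0.000247 to 1 over the alternatives, with 1 on the Actb scale, where its change is 0 by construction). The median log2 fold change of all genes tested was 0.004, and it was -0.479 when the counts were scaled to Actb. On that scale a gene that keeps its share of all counts is read as lower in 3D.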

How the results depend on the processing

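Of the 12 genes of xenobiotic and drug metabolism, all kept their direction under every alternative in which they were tested. Under the filter of 10 counts in every library and in the thinned counts only Gsto2, Gsta4, Gsta1, Gsta2 and Aox3 were tested, and these passed the fold threshold and an adjusted p of 0.05. With DESeq2, 9 of the 12 had an adjusted p under 0.05. Fmo5 fell short of the fold threshold with library size alone and with a prior count of 2. Gsto2 did so with the GC correction, alone and with the replicate block. Among the fits without 1 library, Aox3 and Fmo5 fell short without 3D replicate 2. Cyp2s1 and Fmo5 did so without 2D replicate 1, and Gsto2 without 2D replicate 2. On the Actb scale 8 of the 12 passed the rule of the methods, Gstm6, Gsto2, Aox3 and Fmo5 falling short of the fold threshold, and 11 had an adjusted p under 0.05, all but Fmo5. Thinning to the smallest library and scaling to Actb were chosen after the data had been seen.

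The number of genes called depended on the filter. Without a filter, 5501 genes were called by the rule of the methods, 1353 with p under 0.05 past the fold threshold and 8342 by fold alone. With 10 counts in every library the numbers were 347, 347 and 347, and 346 with an adjusted p under 0.05. Fewer genes were tested there, 11653 in place of 13958. Testing the fold itself with glmTreat left 145 genes. Thinning left 594 genes with p under 0.05 past the fold threshold, 461 with an adjusted p under 0.05 past the fold threshold and 2426 with an adjusted p under 0.05 at any fold, from fewer counts. By fold alone, from 972 to 1406 genes passed across the 4 fits that each left out one library, the highest without 2D replicate 2. DESeq2, its size factors, library size alone, the exact and likelihood ratio tests, a prior count of 2 and the GC correction gave from 760 to 906 genes by the rule of the methods, against 896.

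Scaling to Actb moved the median of all genes to -0.479, and leaving out the filter moved it to 0.166. On the Actb scale, the genes called by the rule of the methods were 401 higher and 636 lower in 3D, against 685 and 211 with TMM, and 7089 genes had an adjusted p under 0.05. On this scale the cytochromes P450 had a median of -0.16, the ABC transporters -0.18, Mtor a log2 fold change of -0.23 and Vcl -0.1, all reversed, the AHR target Tiparp had -1.27, the proliferation genes had -0.76 and passed the threshold, and the ratio of the antigen list was 1.12 and no longer passed it. The change of scale by one factor per library accounts for these shifts.

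The over-representation of the glutathione transferases did not pass the threshold without a filter (ratio 1.69), that of the cytochromes P450 not with 10 counts in every library (4.8) or in the thinned counts (2.77), and that of the antigen list not with the GC correction (2.35) or with the GC correction and the replicate block (2.38). With the correlation estimated from the data, the shifts of the glutathione transferases (median 1.16), the antigen list (1.07), the ABC transporters (0.31), the NRF2 targets (1.02) and the hypoxia genes (-0.26) did not pass it, and with fry the hypoxia genes (-0.26) did not. The proliferation genes, with a median of -0.28 (adjusted p = 0.0626 with camera), passed it with DESeq2 (-0.28), without a filter (-0.22) and with fry (-0.28). The cytochromes P450 had a median of 1.55 and the AHR targets of 3.33 without a filter, where members with few counts entered, whose fitted values depend on the prior count. The cause of the other changes was not tested. Across the 4 fits that each left out one library, the median ran from -0.62 to 0.03 for the hypoxia genes, with 0.03 without 3D replicate 1, from 0.29 to 0.54 for the ABC transporters, with 0.54 without 2D replicate 2, from -0.95 to -0.62 for Tiparp and from -0.3 to -0.25 for the proliferation genes. Among the values of single genes under the alternatives, 372 were classed as the same, 7 as weaker, 5 as stronger and 14 as moved. Another 2 reversed, those of Mtor and Vcl on the Actb scale. The same means an unchanged direction and an unchanged side of the adjusted p threshold. In the fits that left out a library it means a change within the spread between libraries. The size could still change: Cyp2f2 went from 8.83 to 4.88 with a prior count of 2. Gsto2 went from 1.64 to 1.34, under the fold threshold, without 2D replicate 2.

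The replicate numbers are shared by the groups, but nothing in the paper or the labels says that a number marks a shared batch. The differences of replicate 1 minus replicate 2 in 3D and in 2D had a correlation of -0.188 across 11653 genes. With the replicate block, 904 genes were called by the rule of the methods, 832 had an adjusted p under 0.05 past the fold threshold and 4002 at any fold. With the numbers crossed, an alternative chosen after this check, the replicate block gave 911, 896 and 5505.

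Depth limits the genes with few counts. In 2D replicate 1 a gene with 3 counts lies at 0.423 CPM. This is above the level of Cyp2s1, Cyp2f2, Gstm6, Gstm7, Hpgds and Aldh3a1 in at least 1 group. The size of the change of these genes is therefore known only roughly. The other ways to split the 4 libraries into pairs gave 16 and 33 genes by the rule of the methods (4 and 16 of them with p under 0.05), and 0 with an adjusted p under 0.05. Each of these splits puts 1 library of 3D and 1 of 2D culture in each group. The difference between the cultures then counts as spread within the groups, so few calls follow from the split itself. Only 1 of the 3 splits, the real one, gave as many genes as 3D against 2D, and with 3 splits chance cannot be excluded by this count.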

Differences from the paper's values

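The paper's number of deregulated genes in the RenCa 3D model is 263, and 896 were called here by the rule of the methods. In Figure 5B the same number is labelled as the mapped input of the pathway analysis, and the paper does not say whether it leaves out called genes that were not mapped. If it does, it is not the same quantity as the numbers given here. With at least 10 counts in every library, 347 genes were called, within a factor of 1.5 of the paper's number. Under this filter 4 of the 10 xenobiotic genes and 5 of the 10 drug metabolism genes that the paper names were called, and Cyp2s1, Cyp2f2, Gstm6, Hpgds, Gstm7, Aldh3a1 and Fmo5 were not tested, so it does not give the paper's list. The other alternatives set before the data were examined gave from 760 genes (prior count 2) to 5501 (no filter), and none closed the gap. Testing the fold itself with glmTreat gave 145 genes. In the thinned counts, chosen after the values had been seen, 662 genes were called, and 1037 on the Actb scale.

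The qRT-PCR values of Figure 5F and Figure 4D are folds over 2D cultures relative to β-actin, with the SEM, from experiments other than the sequencing. The same ratio was computed from the counts with the Actb scale, which was chosen after the values had been seen. For Gsto2 the paper's fold is about 27 in Figure 5F, read by eye, against 3.11 here (2.21 scaled to Actb), and no alternative set before the data were examined closed the gap. For Gsta2 the paper's fold is about 14 in Figure 5F, read by eye, against 9.08 here (6.51 scaled to Actb). The values without a filter (9.35), without 3D replicate 2 (11.4) and without 2D replicate 1 (10.3) were within a factor of 1.5, and those under the other alternatives were not. The value of 9.08 lies only just outside that factor, so a slightly lower reading of the figure would bring it within. The value scaled to Actb, 6.51, lies further outside. For Hpgds the paper's fold is about 3.5 in Figure 5F, read by eye, against 8.23 here. The values with a prior count of 2 (6.18), with the replicate block (7.42), without 3D replicate 1 (6.12), without 2D replicate 1 (7.44) and on the Actb scale (5.86) differed from it by less than the spread between the libraries, the Actb scale being chosen after the values had been seen, and those under the other alternatives did not. For Cyp2f2 the paper's fold is about 4.9 in Figure 5F, read by eye, against at least 8.98 here. These are lower limits set by the floor. The limit without 2D replicate 2 (5.94), where the floor is that of the smallest library, and that on the Actb scale (6.53), chosen after the values had been seen, were within a factor of 1.5, and those of the other alternatives were not. A lower limit near the paper's fold does not show that the folds are alike. For Mtor the paper's fold is about 0.28 in Figure 4D, read by eye, against 1.19 here (0.855 scaled to Actb), and no alternative closed the gap.

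The paper states that the gene expression of mTor was downregulated in 3D cultures of the renal cancer model. In the RNA-seq counts the log2 fold change of Mtor was 0.26, with an adjusted p of 0.2 from edgeR's quasi-likelihood test.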

Other observations

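The tests of AHR and NRF2 targets, of GC content and of other normalizations on the glutathione transferases, and of neighbouring genes were set before their values were seen, but the Actb scale and the thinned counts were added to the normalizations after the data had been seen. The tests of hypoxia, YAP targets, the share of genes higher in 3D, GC content on the antigen list and Mtor on the Actb scale were chosen after the results had been seen.

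The paper reports MDR1 protein in RenCa 3D but not 2D cultures. In the counts of the same cell line, Abcb1a, one of the mouse genes of MDR1, had 19 and 17 counts in the 3D and 0 and 4 in the 2D libraries, which passed the rule of the methods with a log2 fold change of 2.13 (standard error 0.75, adjusted p = 0.0538 from edgeR's quasi-likelihood test, from 0.00697 to 0.194 over the alternatives). Without 2D replicate 2 no count was left in 2D. Abcb1b, the other one, had 0 counts in the 4 libraries. Mtor had 120 ± 2.39 CPM in 3D and 99.8 ± 10.1 in 2D cultures (SD, n = 2). Vcl, the gene of the loading control vinculin, had a log2 fold change of 0.38 (adjusted p = 0.0613 from the same test). The paper's qRT-PCR of mTor was relative to β-actin, and Actb was itself higher in 3D. On the Actb scale the log2 fold change of Mtor was -0.23, which is too small for the choice of Actb to be a candidate explanation of the whole downregulation that the paper reports.

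The glutathione transferases as a family were higher in 3D. A hypothesis is that NRF2, which drives many of these genes, was more active in 3D. The 13 other NRF2 targets had a median log2 fold change of 1.02, which is consistent with it, although the same change could follow from another regulator. For activation of AHR, only 1 listed target, Tiparp, had enough counts to be tested, with a log2 fold change of -0.79 (standard error 0.17). With only 1 gene of the list tested, the fall of Tiparp cannot decide whether AHR was more active in 3D. Cyp1a1 had 4 and 5 counts in the 3D and 0 in the 2D libraries, and Cyp1b1 had 0 counts in all of them. Without the filter, where such genes enter, the median of the AHR list was 3.33. GC content did not account for the shift as a whole, since the median of the family was 1.05 after the correction. Scale did not either, since the lowest median over the normalizations and the thinned counts was 0.68, on the Actb scale, where the median of all genes was -0.479. These medians include the 7 members that the paper names from the same libraries. The 14 others had 0.57 after the GC correction and 0.25 on the Actb scale.

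More genes were called higher than lower in 3D, 76.5% of them. The share was 68% after thinning to the smallest library and 71.3% after the GC correction. Among genes past the fold threshold with an adjusted p under 0.05 it was 77.6%, 77.9% after thinning and 72% after the GC correction. GC content may therefore account for a part of the imbalance but not for the whole. The lower depth of the 2D libraries does not account for the whole either, and whether it accounts for a part depends on the rule. On the Actb scale, which lowers all genes alike, 38.7% were higher. The direction of this imbalance therefore depends on the scale, and the counts do not tell which scale is right.

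Antigen presentation genes had a median of 0.89 after the GC correction against 1.07 without it, so GC content did not account for the whole shift. H2-K1, H2-D1 and B2m had log2 fold changes of 1.57, 1.81 and 1.37. The interferon-response list, with a median of 0.38 and members on both sides, leaves open whether an interferon response was involved.

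Oxygen was not measured in the sequenced cultures. The 20 tested hypoxia genes had a median log2 fold change of -0.26 (adjusted p = 0.0402 with camera and 0.318 with fry), with Adm at -2.7, Vegfa at -1.26 and Bnip3 at -1.12, and with Ak4 at 2.11 and Pfkfb4 at 0.99. The 3D libraries differed from each other. 19 of the 20 genes were higher in 3D replicate 2 than in 3D replicate 1, with a median log2 ratio of 0.39, at percentile 100 of 10000 random lists of matched expression. Relative to the mean of each gene, the medians of the list were -0.42 and 0.15 in 3D replicates 1 and 2 and 0.2 and 0.17 in 2D replicates 1 and 2, and without 3D replicate 1 the shift was 0.03. Whether hypoxia of the spheroids contributed to the genes called cannot be told apart here, because the members of the list went both ways and 1 library decides the median.

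F3, Nuak2 and Fhl2 had log2 fold changes of -3.11, -2.43 and -2.34 and were singled out after their values were seen, except F3, which the rule for the named genes gives. The others with the lowest fold changes were Gm5833 (-3.75), Smtnl2 (-3.72, and -4.5 without 3D replicate 2), Asb4 (-3.37, and from -5.23 without 3D replicate 2 to -2.21 without 2D replicate 1) and AC144797.1 (-3.26). A hypothesis is that YAP, a regulator that responds to cell shape, was less active in 3D. The 16 other YAP targets tested had a median of -0.51 (adjusted p = 0.0176 with camera and 0.0321 with fry, and 0.35 with the correlation estimated from the data), with 11 of 16 lower. Ccn2 had -2.59, Ccn1 -2.16, Ajuba -1.27 and Amotl2 -1.04, while Amotl1 had 1.54, Gadd45b 1.11 and Ptpn14 0.72. The shift of the median is consistent with lower YAP activity in 3D, but members changed both ways, the list was written after F3, Nuak2 and Fhl2 had been seen in the same libraries, and another regulator was not excluded. The median was -0.64 after the GC correction and -0.23 without the filter on low counts.

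Genes called higher in 3D lay next to each other more often than chance gives. Among 13944 tested genes in the order of the genome, 684 were called higher and 87 adjacent pairs were both called, against a mean of 32.6 in 10000 permutations matched on expression (p = 1e-04, the smallest that these permutations can give). With permutations matched on GC content as well, the mean was 33, so GC content did not account for it. Pairs of genes with other name stems that do not overlap were 49, against a mean of 23.2 (p = 1e-04, the smallest these permutations can give), so families and overlapping genes did not account for the whole of it either. Csf2rb, Csf2rb2 and Ncf4 are a group of neighbours, but Csf2rb and Csf2rb2 are paralogs that could share reads. Of them only Ncf4 has another name stem. A hypothesis is that regions of several genes were switched on together in 3D, but transcripts that run on into the next gene may give the same pattern and were not tested, since the reads were not used here.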
